# Transcriptomic Analysis Unveils Correlations between Regulative Apoptotic Caspases and Genes of Cholesterol Homeostasis in Human Brain

**DOI:** 10.1371/journal.pone.0110610

**Published:** 2014-10-16

**Authors:** Raffaella Picco, Andrea Tomasella, Federico Fogolari, Claudio Brancolini

## Abstract

Regulative circuits controlling expression of genes involved in the same biological processes are frequently interconnected. These circuits operate to coordinate the expression of multiple genes and also to compensate dysfunctions in specific elements of the network. Caspases are cysteine-proteases with key roles in the execution phase of apoptosis. Silencing of caspase-2 expression in cultured glioblastoma cells allows the up-regulation of a limited number of genes, among which some are related to cholesterol homeostasis. Lysosomal Acid Lipase A (LIPA) was up-regulated in two different cell lines in response to caspase-2 down-regulation and cells silenced for caspase-2 exhibit reduced cholesterol staining in the lipid droplets. We expanded this observation by large-scale analysis of mRNA expression. All caspases were analyzed in terms of co-expression in comparison with 166 genes involved in cholesterol homeostasis. In the brain, hierarchical clustering has revealed that the expression of regulative apoptotic caspases (CASP2, CASP8 CASP9, CASP10) and of the inflammatory CASP1 is linked to several genes involved in cholesterol homeostasis. These correlations resulted in altered GBM (Glioblastoma Multiforme), in particular for CASP1. We have also demonstrated that these correlations are tissue specific being reduced (CASP9 and CASP10) or different (CASP2) in the liver. For some caspases (CASP1, CASP6 and CASP7) these correlations could be related to brain aging.

## Introduction

Caspases were initially discovered as critical enzymes in the control of apoptosis. Quite soon it was evident that, they can supervise additional biological processes, such as inflammation and differentiation [1], [2]. This discovery has granted the dichotomy between apoptotic and non-apoptotic caspases. More recently, it has been observed that caspases controlling apoptosis can also play specific roles unrelated to cell death [3]–[5].

Caspases can be divided into initiator and effector caspases depending on the presence of a long prodomain at their amino-terminal region. Initiator caspases act at the apex of a proteolytic cascade, whereas effector caspases act downstream and are involved in the cleavage of specific cellular proteins [1]. Caspase-2, caspase-8, caspase-9, and caspase-10 are the long prodomain caspases involved in the apoptotic process. Caspase-8 and caspase-10 have well-established roles in the engagement of the extrinsic pathway, whereas caspase-9 is the critical enzyme for the intrinsic/mitochondrial pathway. Caspase-8 can also play roles unrelated to apoptosis, such as in NF-kB activation or in limiting necroptosis and caspase-10 has been recently shown to control autophagy [6].

Caspase-2 is still a mysterious caspase. It shows a peculiar nuclear localization that is regulated by two different NLSs [7]. A CARD domain, at the amino-terminal region is responsible for the homotypic interaction with adaptor molecules. Although a molecular platform controlling its activation has been described [8], [9], the contribution of caspase-2 to apoptosis is still debated. Different, sometimes controversial results have been published and multiple functions have been attributed to caspase-2.

Mice deficient for caspase-2 and for its adaptor protein RAIDD have proved absent or only very limited defects in apoptosis [8], [9]. Further studies with cells from caspase-2 −/− mice have indicated that caspase-2 could be considered a tumor suppressor, since its absence can favor oncogene-mediated transformation [10], [11].

Difficulties in defining a gene function in specific biological context could arise from the presence of regulative circuits that compensate the experimental alteration. There are several examples of genes down-regulated by siRNA approaches, or through homologous recombination in mice, which have generated only minimal phenotypes [12]–[14].

The still obscure impact of caspase-2 on cell functions could be masked by compensatory mechanisms engaged following its inactivation. In this manuscript we have investigated the gene expression profile of human cells silenced for caspase-2 expression. Our goal was to unveil whether perturbation of caspase-2 levels could influence the expression of genes involved in specific cellular functions, either as part of common regulative circuits or of compensatory mechanisms.

## Materials and Methods

### Cell culture, siRNA, reagents and antibodies

U87MG and IMR90-E1A cells were grown in DMEM supplemented with 10% FBS, penicillin (100 U/mL), glutamine (2 mmol/L), and streptomycin (100 µg/mL) at 37°C in 5% CO_2_ atmosphere. RNA oligos for interference (RNAi) were purchased from Dharmacon: CASP2 RNAi1, AAACAGCUGUUGUUGAGCGAA; Control1 (CASP2 mutated) RNAi, AAACAAUUGUUGUUGAGCGAA; or Qiagen: CASP2 RNAi2 CAUCUUCUGGAGAAGGACATT and a non-targeting siRNA UUCUCCGAACGUGUCACGU, Control2. 

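The sample labels of the U87MG arrays name Dharmacon as the supplier and give no sequence; in the paper's list the Dharmacon oligos are the first pair. CASP2 RNAi1 is AAACAGCUGUUGUUGAGCGAA and Control1 is AAACAAUUGUUGUUGAGCGAA, each of 21 bases. With positions counted from 1 at the 5′ end as printed, Control1 differs from CASP2 RNAi1 by the substitutions G6A and C7U and shares all other bases with it. If the arrays used this pair, as the supplier's name implies, their control was a mutated form of the silencing oligo.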

Cells were transfected 24 hours after plating by adding the Opti-MEM medium containing Lipofectamine 2000 (Invitrogen) plus RNAi oligos. BSA and Filipin (Sigma), anti-LBPA [15], anti-transferrin receptor (Tnf-R) (OKT9), anti-GM-130 (BD biosciences), anti-caspase-2 [16]. Secondary anti-mouse and anti-rabbit antibodies were Alexa Fluor 488 and Alexa Fluor 546 conjugated (Invitrogen).

### Western blotting

Proteins obtained after an SDS denaturating lysis and sonication were transferred to a 0.2-µm-pore-sized nitrocellulose membrane and incubated with the specific primary antibodies. After several washes, blots were incubated with peroxidase-conjugated goat anti-rabbit or (Euroclone Milano I) for 1 h at room temperature. Finally, blots were developed with Super Signal West Dura, as recommended by the vendor (Pierce).

### RNA expression array and data analysis

Total RNA was isolated using RNeasy Mini kit (Qiagen). RNA sample was labeled according to the standard one cycle amplification and labeling protocol (Affymetrix). Labeled cRNA was hybridized on Affymetrix GeneChip Human Gene 1.0 ST Array. Robust Multi-Array Average (RMA) normalization was applied [17]. Data analysis was performed using the t-test as implemented in the R statistical package. A minimum standard deviation was assumed corresponding to the median percentile of all standard deviations in order to avoid fortuitously large t statistics. Differentially expressed genes were selected based on>1.5 fold change and P<0.05. The analysis of Gene Ontology terms was performed using the DAVID server [18], [19]. Microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) and the GEO accession number is GSE61388.

### RNA extraction and quantitative qRT-PCR (quantitative reverse transcription polymerase chain reaction)

Cells were lysed using Tri-Reagent (Molecular Research Center). A total of 1µg of total RNA was retrotranscribed by using 100 U of Moloney murine leukemia virus reverse transcriptase (Invitrogen). Quantitative reverse transcription-PCR (qRT-PCR) analyses were performed using Bio-Rad CFX96 and SYBR Green technology. The data were analyzed by use of a comparative threshold cycle using HPRT (hypoxanthine phosphoribosyltransferase) and β-actin as normalizer genes. All reactions were done in triplicate.

### Immunofluorescence microscopy

Cells were fixed with 3% paraformaldehyde and permeabilized with 0.5% Triton X-100 and blocked in PBS 3% BSA for 1 h RT. After washes coverslips were incubated with Filipin (100µg/mL) and relative primary antibodies for 2 hrs. After several washes coverslips were incubated with secondary antibodies. Cells were imaged with a Leica confocal scanner SP equipped with a 488 λ Ar laser and a 543 to 633 λ HeNe laser. Cell images for deconvolution were taken using the Leica AF6000 LX microscope.

### Data preparation and analysis

29 human microarray datasets were included in this study, totaling 726 arrays. Brain (11 datasets 293 microarrays) GBM (13 datasets 327 microarray) Liver (5 datasets 106 microarrays) were used and in all cases. All datasets were downloaded manually from GEO [20] and ArrayExpress databases [21]. We analyzed only expression data obtained using the most comprehensive human expression platform HG U133 Plus 2.0. For GBM (GSE11100; GSE13041; GSE15824; GSE19728; GSE23806; GSE23935; GSE29796; GSE30563; GSE32374; GSE4290; GSE7696; GSE9171) for normal human brain (GSE5281; GSE7307; GSE17612; GSE21935; GSE15824; E-MEXP-2351; GSE21354; E-MEXP-2280; GSE15209; GSE7692; GSE4290) for human liver (E-GEOD-40873; E-MTAB-950; E-GEOD-23343; E-AFMX-11; E-MEXP-2128). We processed all the CEL files together by using standard tools available within the affy package in R [22].

We use a UniGene ID centered CDF (Chip Description file) in order to have only one intensity value per gene. CDFs were downloaded from the Molecular and Behavioral Neuroscience Institute Microarray Lab (URL:http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/genomic_curated_CDF.asp) [23]. All annotation information were downloaded from the same website. The normalization step was done with the standard MAS5.0 algorithm, described in the Statistical Algorithms Description Document available from Affymetrix (URL: http://www.affymetrix.com/support/technical/whitepapers/sadd_whitepaper.pdf).

We converted all microarray data to log values. We extracted the data regarding the genes of interest in an automatic way. Correlations among gene expression levels were calculated using the library psych in R choosing the Pearson correlation method. p-values were adjusted for multiple testing using Benjamini and Hochberg's method [24]. Genes were clustered using hierarchical clustering using the complete linkage method according to similarity in correlation patterns, as measured by euclidean distance [25]. Heat maps were generated with R with positive correlation scores (values) colored by blue while negative ones colored by dark green. GO (Gene Ontology) annotations and knowledge from the literature was used to create a list of genes involved with the cholesterol metabolism. Gene expression levels were correlated with age using the Spearman's correlation making minimal assumptions about the relationship between the two diverse variables.

## Results and Discussion

### Gene expression profile studies in cells with down-regulated caspase-2 expression

To identify genes and pathways under the influence of caspase-2 we silenced its expression in the glioblastoma cell line U87MG. 

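U87MG is an established human glioblastoma cell line. Its total RNA was hybridized to Affymetrix arrays that measure a gene through a probe set, a group of short probes along its transcripts. The experiment holds 4 arrays, 2 from cells transfected with the control siRNA and 2 from cells transfected with the CASP2 siRNA, and the sample labels call the 2 arrays of each group biological replicates. The authors normalized the arrays by Robust Multi-Array Average (RMA), which corrects the background, equalizes the distribution of probe values between arrays and summarizes each probe set as a log2 value. The deposited table gives 32321 probe sets per array, and the median log2 value was 6.21 on each control array and 6.18 and 6.28 on the 2 silenced arrays. The 2 control arrays correlated across probe sets with Pearson's r = 0.997 and the 2 silenced arrays with r = 0.991. The standard deviation of the difference between the 2 arrays of a group was 0.205 for the control siRNA and 0.348 for the CASP2 siRNA. Between a control and a silenced array it was 0.238 to 0.290, so each silenced array lay closer to both control arrays than to the other silenced array. Of the probe sets, 19158 have 1 gene symbol in the annotation used here, 1388 have several and 11775 have none. Changes are given as the mean log2 value of the silenced arrays minus that of the control arrays, tested with limma, which borrows information on the spread from all probe sets, and adjusted over all of them by Benjamini-Hochberg. The number of arrays limits the precision, and an exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333.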

We selected glioblastoma cells since important apoptotic functions have been attributed to caspase-2 in the brain and because CASP2 deficits elicit compensatory mechanisms in this tissue [26], [27].

Caspase-2 deficient cells did not display overt alterations in terms of cell proliferation, cell cycle and apoptosis (data not shown). Next transcriptional expression profiles of cells transfected with caspase-2 siRNA and control siRNA were compared. 

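Among probe sets with 1 gene symbol whose silenced arrays both lay on the same side of both control arrays, the largest increases past 1.5 fold were those of CDK11B, a cyclin-dependent kinase (3.67-fold, log2 fold change 1.88, SE 0.28, over a control level below the lower quartile of every array, where folds are unsure), SKIC2, an RNA helicase (2.55-fold, 1.35, SE 0.46), PCDHA5, a protocadherin (2.14-fold, 1.10, SE 0.098), MOG, a myelin glycoprotein (2.07-fold, 1.05, SE 0.29), and TRAPPC6B, a subunit of the TRAPP vesicle tethering complex (log2 fold change 0.93, SE 0.097). The largest decreases were those of CASP2 itself, PLGRKT, a plasminogen receptor earlier named C9orf46 (2.40-fold, log2 fold change -1.26, SE 0.24), BDP1, a subunit of the RNA polymerase III factor TFIIIB (2.16-fold, -1.11, SE 0.24, also at levels below the lower quartile of every array), CDC42BPB, a CDC42-binding kinase (2.02-fold, -1.01, SE 0.091), and KAT2B, a histone acetyltransferase (1.97-fold, -0.98, SE 0.10). None of these passed the adjusted test, in which each had an adjusted p of 0.9999 from limma. With a fold above 1.5 and an unadjusted limma p under 0.05, the thresholds of the study, 107 probe sets were higher and 117 were lower in the silenced cells. With each array left out in turn, these counts ranged from 118 to 414 and from 157 to 592, the largest without one of the silenced arrays. Of the 107 and 117, 25 and 29 have at least 1 gene symbol, and the other 82 and 88 have none. The annotation used here ties the latter to no gene, so 107 and 117 are not counts of genes. Over all 32321 probe sets, 0 passed an adjusted p of 0.05 by limma and 979 had an unadjusted p under 0.05, against 1616 expected by chance. The methods' t-test, read here as two-sided and with its minimum standard deviation, also gave 0 after adjustment and 100 at an unadjusted p under 0.05. At the thresholds of the study it gave 35 higher and 37 lower probe sets. Its p-values are not those of the paper's Table S1.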

We selected a 1.5 fold cut-off and globally 24 genes were significantly down-regulated (Table S1), whereas 17 genes were significantly up-regulated in caspase-2 silenced cells (Fig. 1A). This number is particularly small, since in parallel experiments after silencing of other genes, such as USP34 or PGAM5 fluctuations in the expression of more than 200 and 800 genes, respectively were observed (data not shown). Microarray and immunoblot analysis proved the effective down-regulation of CASP2 mRNA (Fig. 1A) and protein (Fig. 1B).

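The log2 value of CASP2 was 10.72 ± 0.039 (SD, n = 2 arrays) in cells with the control siRNA and 8.65 ± 0.19 (SD, n = 2) in cells with the CASP2 siRNA. This is a log2 fold change of -2.06 (SE 0.13, 95% confidence interval -2.40 to -1.72), or 4.17-fold less mRNA. With each array left out in turn, the log2 fold change ranged from -2.20 to -1.93. CASP2 had the smallest limma p of all probe sets, but its adjusted p was 0.9999. In simulated arrays of this design, 68% of probe sets changed 4-fold and 94% of those changed 8-fold passed the adjusted test. The simulation held 50 changed probe sets at each fold, which makes the adjusted test easier to pass. The 68% is therefore not the chance that CASP2 had of passing here.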

**Figure 1:**
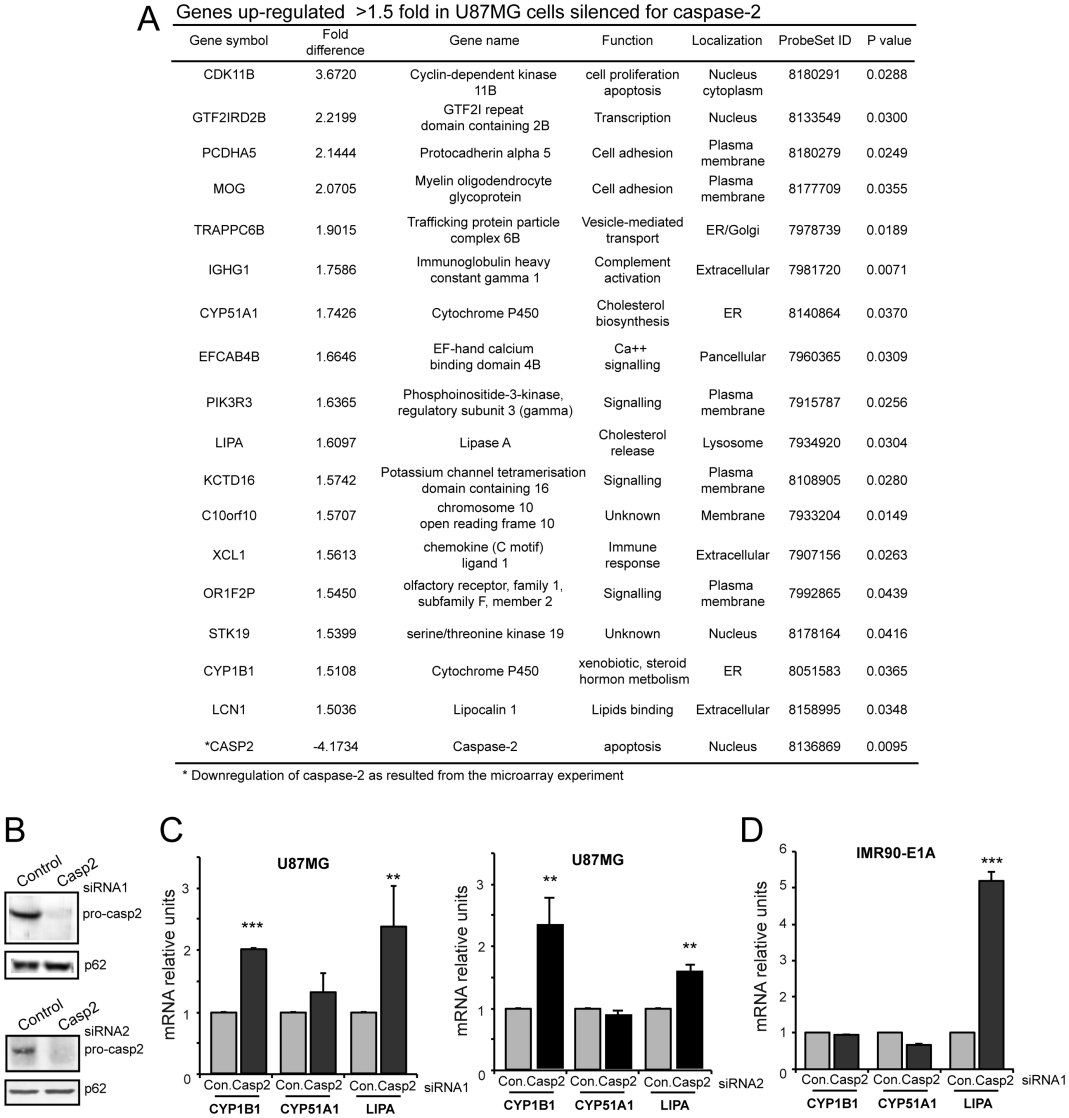
Transcriptomic variations in cells silenced for caspase-2. A. List of the top up-regulated genes (cut-off 1.5) in U87MG cells silenced for caspase-2 expression. B. Cellular lysates from U87MG cells transfected with the indicated siRNAs against caspase-2 or the relative control siRNAs were generated and after immunoblot were probed with an anti-caspase-2 antibody. P62, nucleoporin was used as loading control. C. mRNA expression levels of CYP1B1, CYP51A1 and LIPA were measured using qRT-PCR in U87MG cells transfected with the indicated siRNAs against caspase-2 or the relative control siRNAs. Data are presented as mean ± SD; *n* = 3. D. mRNA expression levels of CYP1B1, CYP51A1 and LIPA were measured using qRT-PCR in IMR90-E1A cells transfected with siRNA1 against caspase-2 or the control siRNA. Data are presented as mean ± SD; *n* = 3.

Next we focused our attention on the 17 genes up-regulated after caspase-2 down-regulation, which could be entangled in compensatory responses. 

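For each of the 17 probe sets in Fig. 1A, both silenced arrays lay above both control arrays, and the increase ranged from 1.50-fold for LCN1 to 3.67-fold for CDK11B, with a median log2 fold change of 0.71. All 17 had a fold above 1.5 with an unadjusted limma p under 0.05. None passed when adjusted over all probe sets, and 17 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. Of the 17, 10 had a mean log2 value below the median of all probe sets. The methods' t-test kept 9 of the 17 under a p of 0.05.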

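CDK11B, a kinase of the cell cycle, had a log2 value of 3.11 ± 0.18 (SD, n = 2) with the control siRNA and 4.99 ± 0.52 (SD, n = 2) with the CASP2 siRNA. XCL1, a chemokine, was at 3.45 ± 0.12 and 4.10 ± 0.28 (SD, n = 2 each), and TRAPPC6B, of the TRAPP complex of vesicle transport, at 7.11 ± 0.022 and 8.03 ± 0.082 (SD, n = 2 each). Gene lists for cell cycle, inflammation and vesicle tethering, fixed before the data were examined, show the surrounding genes. Of 30 cell cycle genes, 27 had a value below 0 and the median log2 fold change was -0.092, with CCND1, the cyclin D1 gene, at -0.25 and E2F1, a transcription factor of S phase entry, at -0.21. As a list they were shifted down against other genes by camera with a preset inter-gene correlation of 0.01 (adjusted p = 0.00033), with adjusted p = 0.90 with an estimated correlation. Of 19 inflammation genes, 14 had a value above 0 and the median was 0.22, with the cytokine IL1A at 0.42 and the adhesion molecule ICAM1 at 0.35. This list was shifted up (camera, adjusted p = 0.00033), again with adjusted p = 0.90 with an estimated correlation. With an estimated correlation the test rests on 2 residual degrees of freedom. It could hardly pass for any list, so it cannot decide. Neither shift passed without CASP2 siRNA replicate 2 (adjusted p = 0.73 for cell cycle and adjusted p = 0.079 for inflammation) or without control siRNA replicate 1 (adjusted p = 0.075 for each). Of 20 TRAPP and COG vesicle tethering genes, 13 had a value below 0, the list was not shifted (camera, adjusted p = 0.69), and TRAPPC6B passed alone when adjusted over the list alone (adjusted p = 0.0078), which is not independent evidence because the study picked it on these arrays. No gene of the 3 lists passed when adjusted over all probe sets.

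Some genes of the study have a further probe set named for that gene alone. This holds for 6 of the 17 higher genes and 5 of the lower genes. In all 11, every further probe set changed by less than 50% of the listed one or in the opposite direction. GPAM, among the 5, is paired by the paper's name only, since its listed probe set has no symbol in the annotation used here. Because the listed probe sets were picked on these arrays for a large change, others are expected to lie lower. MOG changed by 1.05 in the listed probe set (95% confidence interval 0.27 to 1.83) and by -0.48 (-0.86 to -0.090) and -0.061 (-0.30 to 0.18) in the others. XCL1 changed by 0.64 in the listed probe set and by 0.052 (-0.26 to 0.36) in the other, and STK19, now named WHR1, by 0.62 and 0.00043 (-0.35 to 0.35).

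**Figure D1:**
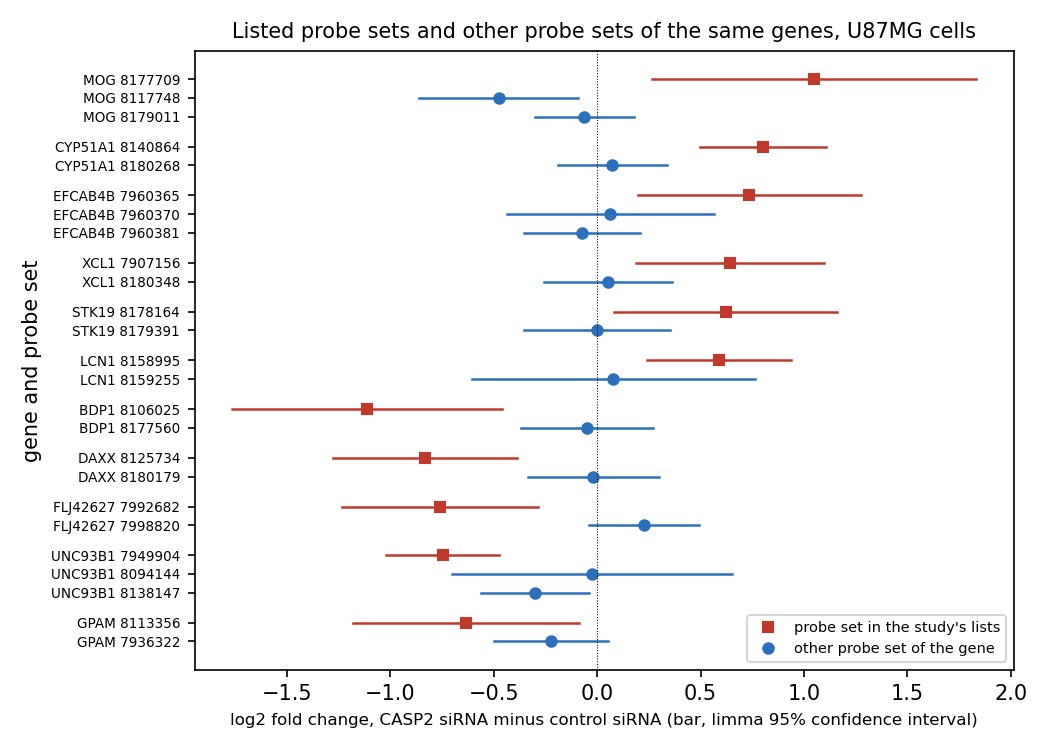
Log2 fold change (x axis, CASP2 siRNA minus control siRNA) of the probe sets in the study's lists (squares) and of the other probe sets of the same genes (circles), with limma 95% confidence intervals as bars, for the 11 genes with a further probe set named for that gene alone (y axis). The listed probe set, picked on these arrays for a large change, lies farthest from 0 in each gene, as for MOG with 1.05 against -0.48 and -0.061. The listed probe set of GPAM carries that name in the paper only and has no symbol in the annotation used here.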

Analysis of associated GO terms indicated that these genes are involved in different biological functions, including cell cycle control, inflammation and membrane trafficking. Particularly, 3 of them: CYP51A1, CYP1B1 and LIPA are linked to cholesterol metabolism. 

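LIPA, the lysosomal acid lipase, had a log2 value of 9.65 ± 0.099 (SD, n = 2) with the control siRNA and 10.34 ± 0.094 (SD, n = 2) with the CASP2 siRNA, a log2 fold change of 0.69 (SE 0.11, 95% confidence interval 0.39 to 0.98) or 1.61-fold. CYP1B1, a cytochrome P450 that oxidizes steroids, went from 9.98 ± 0.13 to 10.58 ± 0.11 (SD, n = 2 each), a log2 fold change of 0.60 (SE 0.12, interval 0.28 to 0.91) or 1.51-fold. Each of these genes has 1 probe set named for it alone. CYP51A1, the lanosterol 14-demethylase of cholesterol synthesis, has a pair of them. The probe set of Fig. 1A went from 6.64 ± 0.15 to 7.44 ± 0.031 (SD, n = 2 each), a log2 fold change of 0.80 (SE 0.11, interval 0.50 to 1.11) or 1.74-fold. The other stayed at 10.53 ± 0.092 and 10.60 ± 0.018 (SD, n = 2 each), a log2 fold change of 0.074 with an interval of -0.19 to 0.34 that excludes the change of the first. With each array left out in turn, the log2 fold change ranged from 0.62 to 0.76 for LIPA and from 0.50 to 0.69 for CYP1B1. For the listed CYP51A1 probe set it ranged from 0.70 to 0.91. Each had an adjusted p of 0.9999 from limma over all probe sets. The paper states that these 3 genes are linked to cholesterol metabolism, and proposes that genes up-regulated after caspase-2 silencing could take part in compensatory responses.

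**Figure D2:**
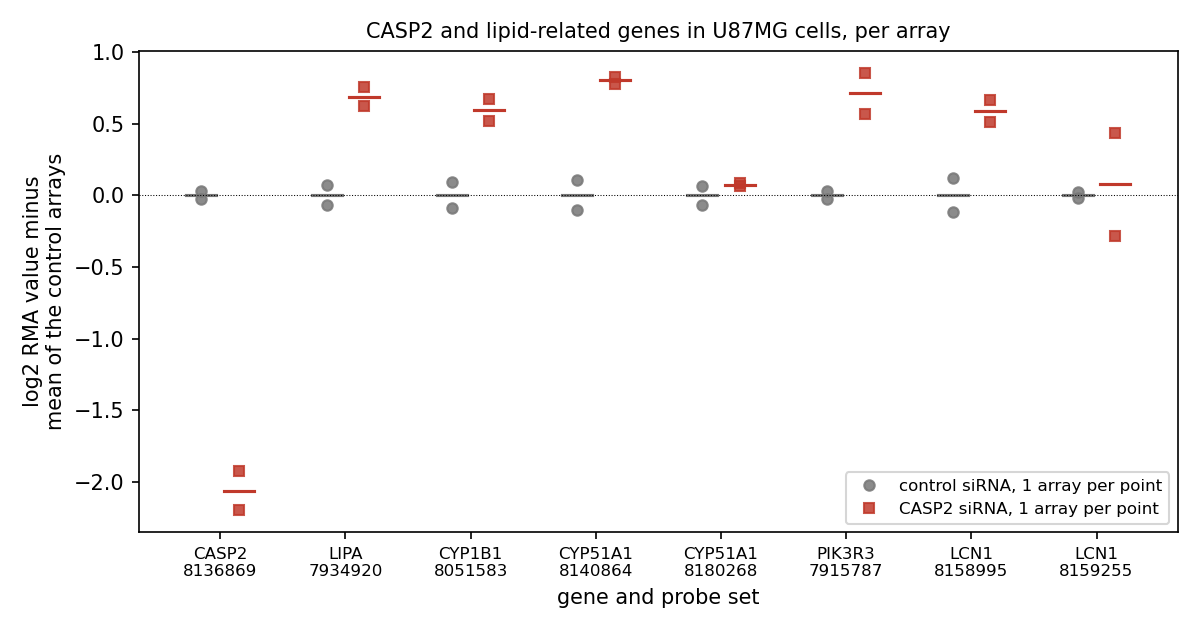
Log2 value on each array minus the mean of the control arrays (y axis) for CASP2 and the genes of lipid metabolism that the paper names, by probe set (x axis); each point is 1 array, circles are control siRNA, squares are CASP2 siRNA and short lines are group means. The silenced arrays lie below the controls for CASP2 and above them for LIPA (0.69), CYP1B1 (0.60) and one CYP51A1 probe set (0.80), while the other CYP51A1 probe set lies at 0.074.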

Since caspase-2 expression can be influenced by SREBPs and a previous study proposed a role of caspase-2 in the control of cholesterol and triacylgycerol levels [28], [29], we investigated in more detail the relationships between caspase-2 and cholesterol genes.

CYP51A1 and CYP1B1 are cytochrome P450 family members involved respectively in cholesterol/sterol biosynthetic processes and in the metabolism of a wide range of structurally diverse substrates, including cholesterol [30], [31]. LIPA encodes for the key enzyme responsible for acidic hydrolysis of cholesteryl esters and triglycerides delivered from lipoproteins to lysosomes [32].

Furthermore also PIK3R3 (phosphatidylinositol-3 kinase regulatory subunit p55γ), LCN1 (tears lipocalin), other two caspase-2 influenced genes are in some relations with cholesterol and lipid metabolism. 

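PIK3R3, a regulatory subunit of phosphatidylinositol 3-kinase, went from a log2 value of 7.55 ± 0.037 (SD, n = 2) with the control siRNA to 8.26 ± 0.20 (SD, n = 2) with the CASP2 siRNA, a log2 fold change of 0.71 (SE 0.13, 95% confidence interval 0.36 to 1.06) or 1.64-fold. The listed probe set of LCN1, a lipid-binding lipocalin, went from 5.39 ± 0.17 to 5.98 ± 0.11 (SD, n = 2 each), a log2 fold change of 0.59 (SE 0.13, interval 0.24 to 0.93) or 1.50-fold. A further LCN1 probe set had a log2 fold change of 0.078 with an interval of -0.61 to 0.76, in which the 2 silenced arrays lay at -0.28 and 0.44 from the control mean. PIK3R3 and LCN1 each had an adjusted p of 0.9999 from limma.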

The first is a target of SREBPs [33] and the second can bind an assortment of lipids including cholesterol [34]. For all these reasons we decided to study the relationships between caspase-2 and CYP51A1, CYP1B1 and LIPA.

qRT-PCR analysis was performed to validate the microarray experiments. The expression of CYP1B1 and LIPA was augmented in U87MG cells silenced for caspase-2, whereas for CYP51A1 the increase was minimal and not statistically significant (Fig. 1C). To confirm these results we used a second siRNA against caspase-2 (siRNA2) and a second control oligos, from a different provider (Fig. 1B). The results were similar. CYP1B1 and LIPA expression was augment in U87MG cells silenced for caspase-2. We also investigated whether this up-regulation could be observed in other cell lines. Figure 1D shows that only LIPA induction can be observed in human fibroblasts expressing the E1A oncogene after caspase-2 silencing. In this cell line CYP51A1 and CYP1B1 mRNA levels resulted unchanged. However LIPA up-regulation was much more pronounced compared to U87MG cells. These findings indicate that correlations between caspase-2 and cholesterol genes expression could vary in different cell types.

LIPA generates unesterified cholesterol, which can be used as substrate for steroidogenesis or be re-esterified for storage in lipid droplets by acyl-CoA:cholesterol acyl transferase [32]. The increase of LIPA levels in cells with down-regulated caspase-2 might compensate a deficit in Srebp2-driven lipid synthesis/accumulation in human cells, as previously suggested [29].

To understand whether mRNA levels of LIPA, CYP51A1 and CYP1B1 are influenced by other caspases, we silenced caspase-8 expression in U87MG cells. We selected caspase-8 because, like caspase-2, it is a regulative apoptotic caspase, and because it is expressed in U87MG cells (Figure S1A). The designed siRNA silenced caspase-8 expression (Figure S1B). When Caspase-8 expression was down-regulated only CYP1B1 mRNA levels were clearly augmented. LIPA and CYP51A1 expression was not significantly changed.

### Analysis of intracellular cholesterol distribution in caspase-2 silenced cells

Having evidences of the existence of a connection linking caspase-2 to some genes of the cholesterol pathway, we compared the subcellular distribution of cholesterol after labeling of IMR90-E1A and U87MG cells with filipin. Fluorescence staining was detectable in the plasma membrane (PM) and in intracellular membrane structures (Fig 2A). As expected co-localization studies using GM130, transferrin receptor and LBPA, as markers respectively of, Golgi apparatus, late endosomal compartment and endosomal/recycling compartment evidenced that cholesterol can be detected in all these organelles. In addition, intense filipin fluorescence staining was present in regular spherical structures that do not co-localize with the used markers and that can be identified as LDs (lipid droplets).

**Figure 2:**
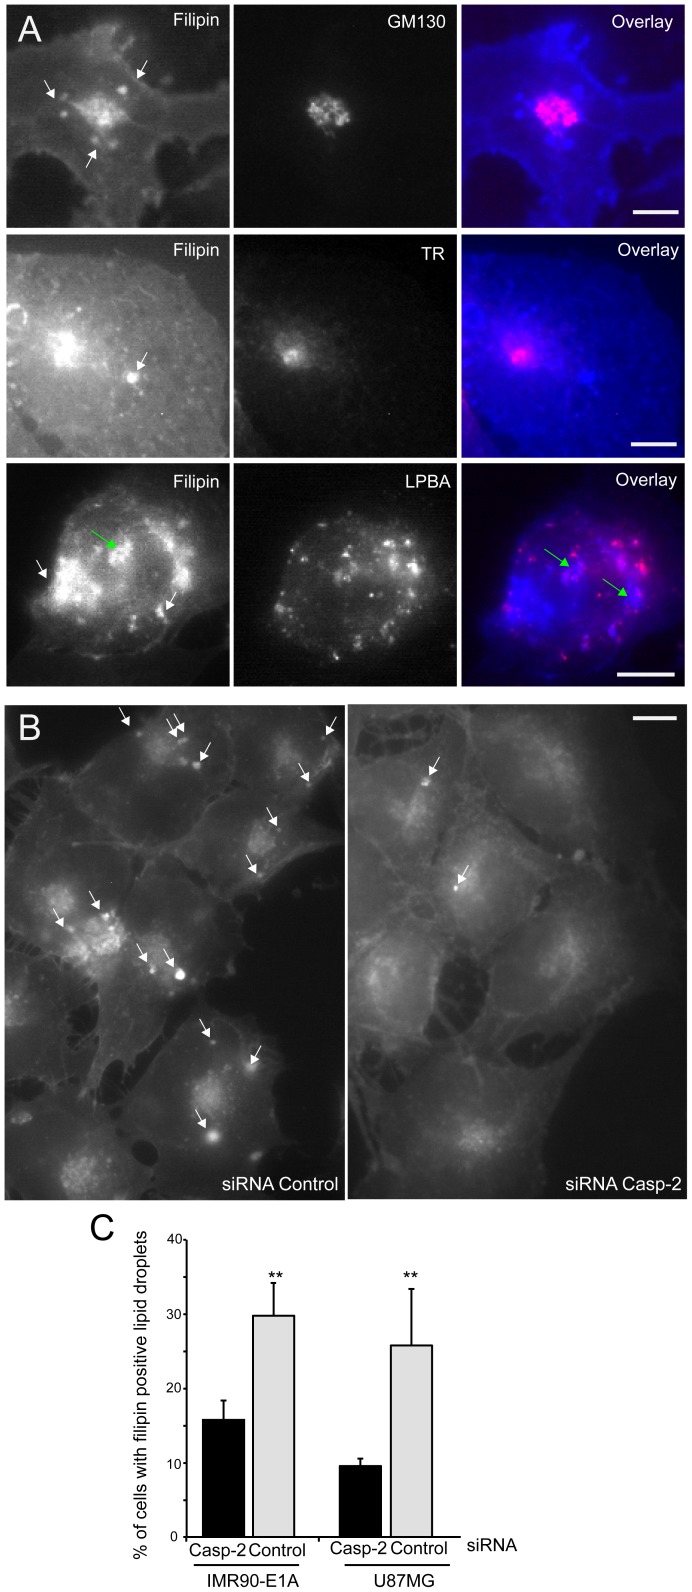
Cholesterol distribution in cells silenced for caspase-2 expression. A. U87MG cells were fixed and processed for immunofluorescence. Epifluorescence microscopy followed by deconvolution analysis was used to visualize different subcellular compartments and cholesterol distribution. With arrows indicate LDs and green arrows LDs encircled by lysosomes. Scale bar 40 µM. B. U87MG cells were transfected with siRNA against caspase-2 or control siRNA as indicated. 48 h later cells fixed and stained with filipin to visualize the intracellular distribution of cholesterol. Arrows point to LDs. Scale bar 30 µM. C. Quantitative analysis of LDs presence in U87MG and IMR90-E1A cells transfected with siRNA against caspase-2 or control siRNA. Data are presented as mean ± SD; *n* = 3.

Next we compared filipin staining between caspase-2 silenced and control cells. Remarkably, the number of LDs detectable in a cell, as well as the percentage of cells holding them was reduced after caspase-2 silencing (Fig. 2B). Quantitative analysis proved that in both cell lines, the percentage of cells presenting LDs was reduced after caspase-2 silencing (Fig. 2C). This observation further indicates that down-regulation of caspase-2 could influence in cholesterol homeostasis.

### Correlation studies of LIPA and caspase-2 expression in glioblastoma

Taking into account the complex regulative networks influencing cholesterol homeostasis in vivo, the use of the cell culture models to investigate correlations between caspase-2 and cholesterol genes expression is limiting. Hence, to further expand our study we decided to interrogate public available gene expression datasets of glioblastomas. In principle, if caspase-2 controls a circuit that influence LIPA expression in cultured glioblastoma cells the expression of these two genes should be inversely correlated in tumors. Gene expression profiles from 13 datasets including 327 microarrays of GBM were interrogated. Figure 3A illustrates that in glioblastoma, mRNA levels for CASP2 and LIPA evidence a weak, but significant inverse Pearson correlation (r -0.2593; p-value 2.00E-00.6).

**Figure 3:**
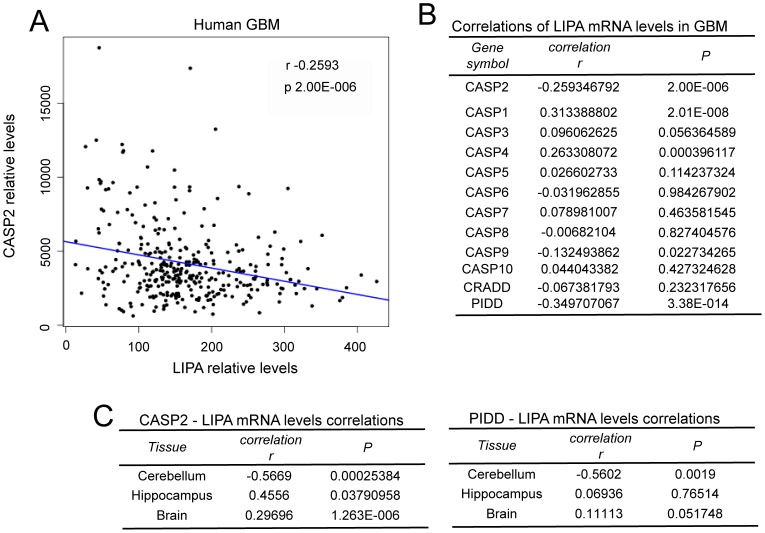
Analysis of LIPA and caspases expression in GBM and different areas of the CNS. A. Plot of CASP2 versus LIPA expression levels in GBM. Linear regression is reported. B. Correlations in expression levels between LIPA and the indicated genes in GBM. C. Correlations in expression levels between LIPA and the indicated genes in different CNS areas.

Since also caspase-8 down-regulation can influence the expression of certain cholesterol genes (Figure S1), we extended this study to all caspases. as well as, to elements of the molecular platform involved in caspase-2 activation (CRADD/RAIDD and PIDD) [8], [9]. With the exclusion of CASP1 mRNA, which level weakly but positively correlates with LIPA, all the other caspases do not evidence significant correlations with LIPA expression (Fig. 3B). Concerning PIDD, its expression negatively correlates with LIPA mRNA levels (r -0.3497; p-value 3.38E-014) in GBM.

Expression correlations between CASP2/LIPA and PIDD/LIPA were also evaluated in normal tissues. A good and significant inverse correlation was scored for both genes in cerebellum. On the contrary, in the hippocampus and with lowest score in the brain, a significant positive correlation only for CASP2/LIPA was observed (Fig. 3C). Interestingly, differences in terms of expression of cholesterol genes between different brain areas are known [35].

### Expression correlations among caspases and cholesterol genes in normal brain and in glioblastoma

Although in cultured cell lines we noted an inverse correlation in terms of expression between CASP2 and LIPA, in vivo the situation is heterogeneous, as suggested by the analysis of different CNS (Central Nervous System) areas. Moreover, since silencing of caspase-2 affects also other cholesterol genes, it is evident that these correlations cannot be simply analyzed without taking into account other genes involved in cholesterol homeostasis. For example down-regulation of LIPA provoked the up-regulation of several genes implicated in cholesterol biosynthesis, as compensatory mechanism [36]. Therefore, we decided to investigate with a more comprehensive approach the correlations between expression of caspase-2 and the expression of genes involved in cholesterol homeostasis. 

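Further genes of cholesterol homeostasis were examined in the silenced U87MG cells, each by its brightest probe set. Of 17 measured enzymes of cholesterol synthesis, among them CYP51A1 by the probe set that Fig. 1A does not list, 13 had a log2 fold change above 0 and the median was 0.074. The largest values among these probe sets were those of SC5D, the sterol C5-desaturase (0.26, 95% confidence interval 0.022 to 0.50), HMGCS1, the HMG-CoA synthase (0.22, -0.055 to 0.50), and MVK, mevalonate kinase (0.19, -0.12 to 0.51). As a list they were not shifted by camera at an adjusted p of 0.05 (adjusted p = 0.096, and adjusted p = 0.90 with an estimated correlation), but they were shifted up without dim probe sets (adjusted p = 0.017) and without control siRNA replicate 2 (adjusted p = 0.0037), and not without any other array. With all probe sets of a gene they were also shifted (adjusted p = 0.010), but this adds the CYP51A1 probe set that the study chose on these arrays, and without it they were not (adjusted p = 0.0998, an alternative chosen after seeing the data). Of 15 genes of cholesterol import and lysosomal release, 10 had a value above 0, and the list was not shifted (adjusted p = 0.16, and adjusted p = 0.90 with an estimated correlation). Without control siRNA replicate 2 it was (adjusted p = 0.017), but not once LIPA, chosen by the study on these arrays, was left out too (adjusted p = 0.17). LIPA passed when adjusted over the list alone (adjusted p = 0.034); the next were LIPG, the endothelial lipase (0.40, 0.079 to 0.73), and VLDLR, a lipoprotein receptor (0.26, -0.097 to 0.61). Of 14 genes of cholesterol export and storage, 11 had a value above 0, but the list was not shifted (camera, adjusted p = 0.54). ABCG1 had 0.12 (-0.14 to 0.37), while SOAT1, the enzyme of cholesterol esterification, had -0.18 (-0.45 to 0.085). Of 16 genes of fatty acid and triglyceride synthesis, 9 had a value below 0, and the list was not shifted (camera, adjusted p = 0.25). The elongase ELOVL5 had -0.47 (-0.71 to -0.23) and ACLY, ATP citrate lyase, -0.22 (-0.46 to 0.015). In the lists of cholesterol regulators (14 measured), steroid and bile acid genes (13) and further SREBP2 targets (6), the median lay at -0.0011, 0.0020 and 0.024. None of the genes in these lists passed when adjusted over all probe sets, and none but LIPA when adjusted over its list alone.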

We extended this study to all caspases and we also included the normal tissues. Gene expression profile data from 11 datasets including 293 microarrays of normal brain were recovered from public available databases.

We first evaluated changes in the mRNA levels for the different caspases between normal brain and GBM. Surprisingly the mRNA levels of several caspases, both inflammatory (CASP1 and CASP4) and apoptotic (CASP3, CASP6, CASP7 and CASP8) were significantly augmented in tumor samples (Fig. 4A).

**Figure 4:**
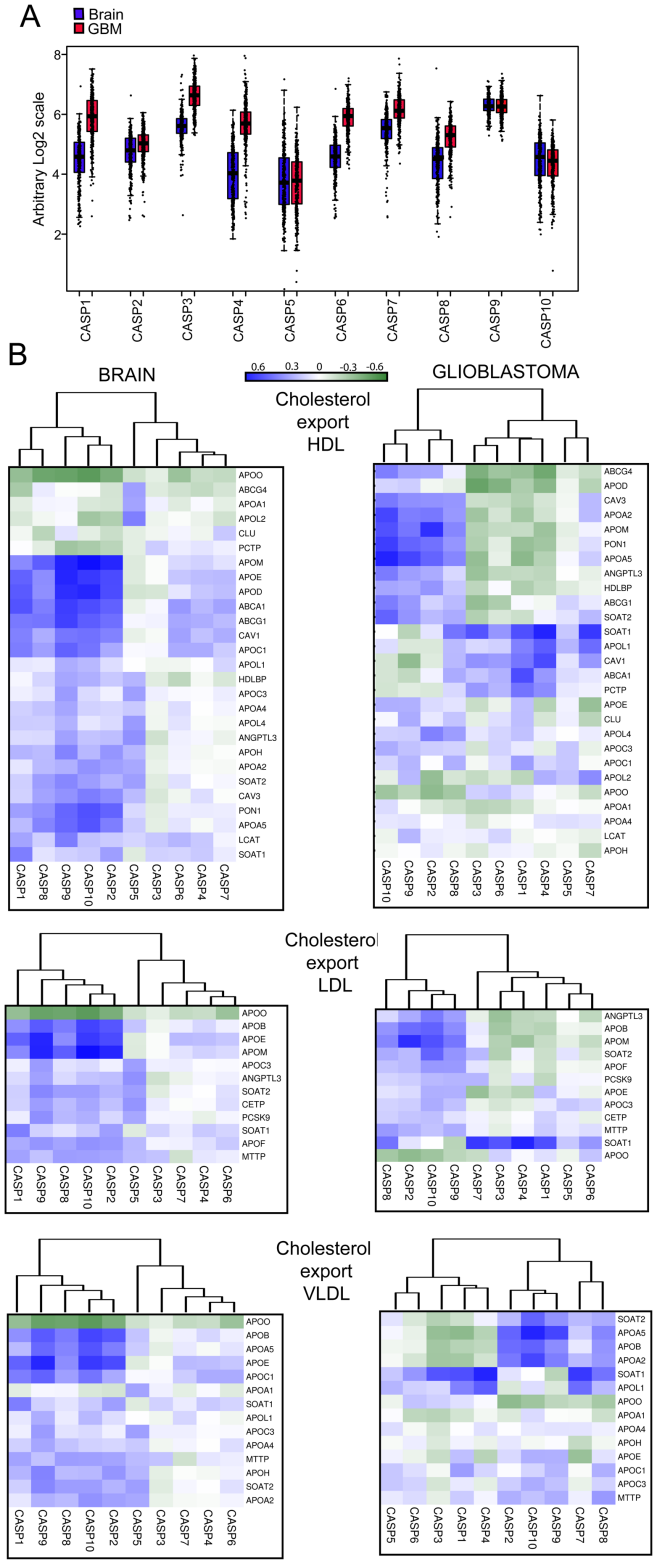
Co-expression analysis of caspases and cholesterol genes in human brain and GBM. A. Expression levels of the different caspases in GBM and in the normal brains. Box plots depicted in red mark tumors whereas blue was used for normal brain. mRNA levels of CASP1, CASP3, CASP4, CASP6, CASP7 and CASP8 were significantly augmented in tumor samples. p-value <2.2^e-16^. B. Correlations of expression levels between caspases and cholesterol genes in different brain and GBM samples in *Cholesterol export, lipoproteins* category. Data obtained were used to calculate the correlation values with the Pearson method. In the heat map positive values are displayed in blue and negative in dark green. The dendrograms displayed on the top are based on hierarchical clustering using the complete linkage method.

Next, genes involved in cholesterol homeostasis, including steroidogenesis were extracted from Gene Ontology (GO) and integrated from literature data. In total we selected 256 genes, of which 166 were grouped into 5 categories: *biosynthesis*, *adsorption/import*, *export*, *steroid and bile acid synthesis* and *transcriptional regulators*. The category *export* was subdivided into HDL (High Density Lipoproteins), LDL (Low Density Lipoproteins) and VLDL (Very Low Density Lipoproteins). At this point we exploited microarray datasets to evaluate correlations in the expression levels between caspases and cholesterol genes. Pearson correlation between the expression level of each caspase and each cholesterol gene was computed for human brain samples. Based on the similarity in correlation patterns caspases and cholesterol genes were hierarchically clustered using the complete linkage method.

#### Cholesterol export, lipoproteins

The CNS produces its own lipoprotein transport system that is distinct from the plasma [37]. CASP1, 2, 8, 9, and 10 share correlations in terms of changes in the mRNA levels with several genes involved in HDL biogenesis. In particular expression of CASP2, 9 and 10 show the highest correlations with APOD, APOM, APOE, APOA5, PON1, CAV1, CAV3, ABCA1 and ABCG1 (Fig. 4B and Table S2).

APOD and APOM are apolipoprotein belonging to the lipocalin protein superfamily [38]. APOM expression is under the influence of hormones and cytokines [39]. In *apoM*-deficient mice plasma HDL are reduced by approximately 17–21% [40]. Moreover, APOM is an important carrier of shingosine-1-phosphate (S1P), a signaling molecule controlling several processes including inflammation [41]. APOD not only contributes to HDL formation but can also act as antioxidant [42]. This function could explain the up-regulation of APOD expression with aging in human prefrontal cortex, as part of a protective circuit [38], [43].

APOE is the major apolipoprotein for CNS HDL and is mainly synthetized by astrocytes [37], [44]. It is possible that ApoE-containing lipoproteins are involved in delivering cholesterol to neurons for growth, repair and synaptogenesis [37], [45]. Fluctuations in APOE mRNA could be related to repair. In fact, in astrocytes ApoE synthesis increases dramatically after nerve injury [46], [47]. APOE and in particular the ε4 allele is the major known genetic risk factor for late-onset Alzheimer's disease [48].

PON1 belongs to paraoxonase genes family and is secreted into the extracellular environment where it binds HDL. This antioxidant enzyme confers to HDL some of the anti-atherogenic properties, such as HDL-mediated cholesterol efflux from macrophages, and the inhibition of LDL oxidation [49].

Although in the brain their activities are less characterized, ATP-binding cassette (ABC) transporters ABCA1 and ABCG1, but also CAV1 and CAV3 mediate cholesterol efflux and play important roles in the transfer of phospholipids and cholesterol to apolipoproteins such as ApoE and ApoM [37], [50].

In GBM expression correlations among constituents of HDL and pro-apoptotic regulative CASP2, 8, 9, and 10 are still present but reduced. In particular CASP2, 9 and 10 do not show significant correlations with APOD, ABAC1 and CAV1 and also in the case of ABCG1 the correlation is diminished. Instead, another transporter, ABCG4 exhibits correlations.

In GBM, CASP1 reveals profound different correlations with HDL genes and clusters together with CASP4, another inflammatory caspase, and the effector caspases. HDL genes showing strongest correlations with CASP1 are APOL1, SOAT1, CAV1, ABCA1 and PCTP. Interestingly, cholesterol efflux associates more strongly with the expression of ABCG1 than of ABCA1 [51].

#### Cholesterol biosynthesis

Almost all the cholesterol found in the CNS is produced from local biosynthesis [52]. Also in the case of the category “cholesterol biosynthesis”, correlation analysis revealed that the regulative apoptotic caspases, with the addition of CASP1 cluster together. In particular strong positive correlations (Fig. 5 and Table S3) with mRNA levels of a group of genes involved in cholesterol biosynthesis (LSS, CYB5R3, DHCR7, MVK) emerged. By contrast, HMGCR the gene encoding for the enzyme converting the 3-hydroxyl-3-methyl-glutarylCoA (HMG-CoA) into mevalonate scores a good but negative correlation. Since it represents the limiting step in cholesterol biosynthesis, the implications of the correlations between certain enzymes of cholesterol biosynthesis and regulative apoptotic caspases are unclear at the moment. Significant correlations were not observed for all the other caspases. Expression of CYP51A1 in the brain achieves a strong inverse correlation compared to CASP2, CASP9 and CASP10. CYP51A1 encodes for lanosterol 14α-demethylase, which in addition to being a key enzyme of the cholesterol biosynthetic pathway [31] is also involved in the steroidogenesis [53].

**Figure 5:**
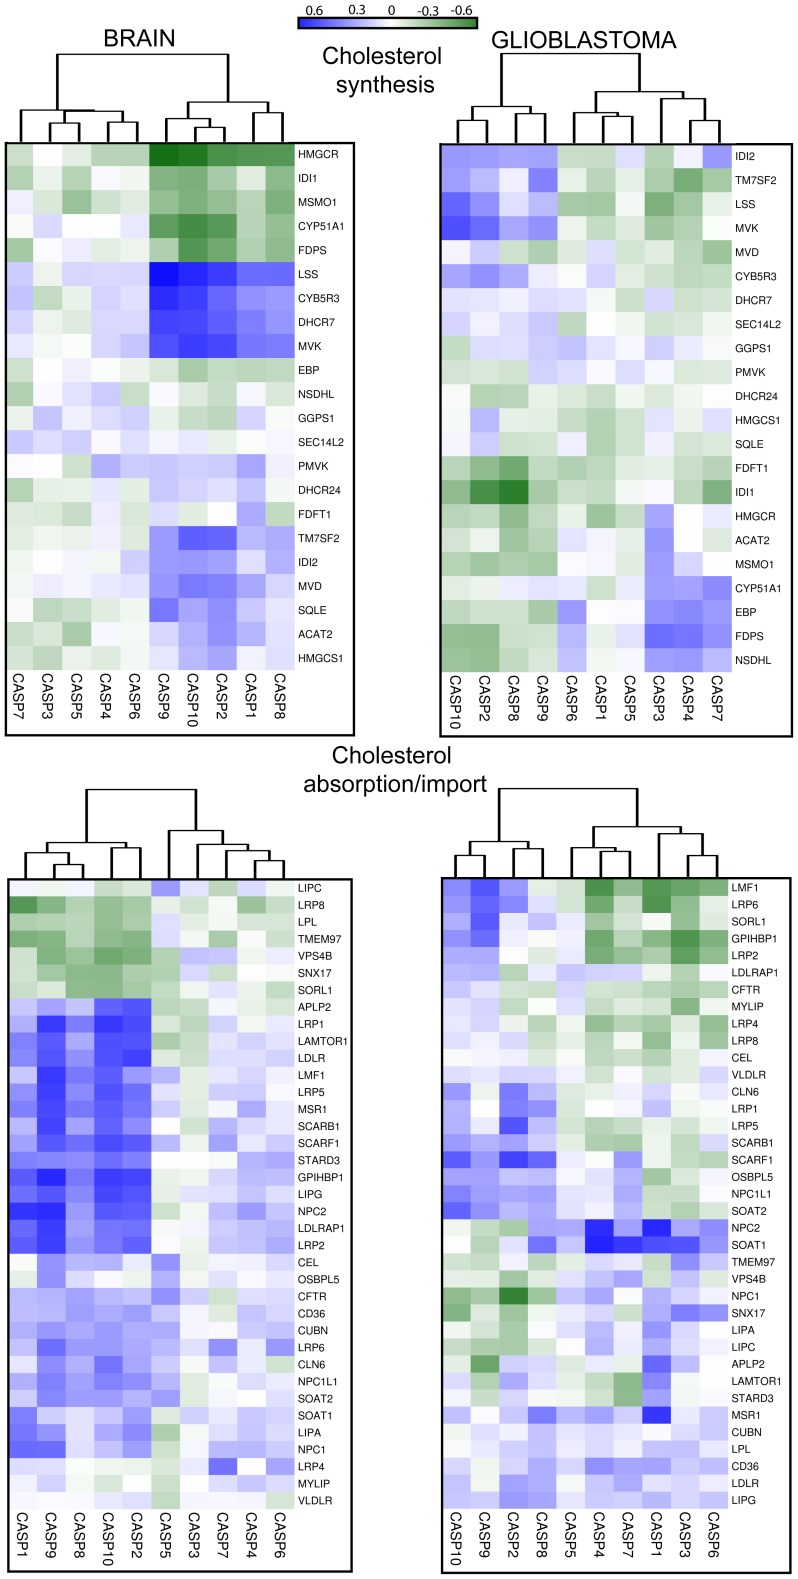
Co-expression analysis of caspases and cholesterol genes in human brain and GBM. Correlations in terms of expression levels between caspases and cholesterol genes in different brain and GBM samples, for the indicated categories. Data obtained were used to calculate the correlation values with the Pearson method. In the heat map positive values are displayed in blue and negative in dark green. The dendrograms displayed on the top are based on hierarchical clustering using the complete linkage method.

In GBM correlations among regulative apoptotic caspases and genes involved in cholesterol biosynthesis are less evident. Again CASP1 clustered with effector caspases in the absence of significant correlation scores. Interestingly, CASP3 shows good correlations with some genes involved in cholesterol biosynthesis including HMGCR.

#### Cholesterol absorption/import

Lipoproteins produced by astrocytes can be internalized, after binding to LDL receptor superfamily by neurons and glia cells [37]. Also in the category of absorption/import, analysis of the correlations at mRNA levels resulted in two clusters where the regulative apoptotic caspases plus CASP1 segregate from all the others. CASP2 CASP9 and CASP10 show the strongest correlations with APLP2, LRP1, LDLR, LRP2, LRP5, MSR1, LIPG, SCARF1, GPIHBP1, NPC2, LAMTOR1 and LDLRAP1 (Fig. 5 and Table S4).

LDLR, LRP1, LRP2, LRP5 are all members of the low-density lipoprotein receptors family [54]. These receptors can bind a large number of extracellular ligands but a common ligand for all is the ApoE protein, which mediates internalization and catabolism of lipoprotein particles [55]. The LDLR is highest expressed in glial cells than in neurons, on the opposite LRP1 is highest expressed in neurons than in glia [56], [57]. These observations suggest that correlations with regulative apoptotic caspases are not limited to a specific cell type. APLP2 an APP homologous can influence LRP1 expression and the toxicity mediated by beta-amyloid oligomers [58]. LDLRAP1 encodes for an adaptor cytosolic protein that interacts with and is involved in the endocytosis of LDLR. MSR1, SCARF1 and SCARB1 are involved in the uptake of lipoproteins. Endothelial lipase (LIPG) regulates the circulating level of HDL [59]. It is expressed in different areas of the CNS including CA3 pyramidal cells of the hippocampus, ependymal cells in the ventral part of the third ventricle [60]. LIPG is also expressed in brain capillary endothelial cells, major constituents of the blood brain barrier [61]. GPIHBP1, (glycosylphosphatidylinositol-anchored high-density lipoprotein binding) can be considered a platform for lipolysis [62] and it is also involved in the transport of lipoprotein lipase (LPL) [63]. LAMTOR1 and NPC2 work downstream to the internalization of lipoproteins. The first as key regulator of endosome dynamics and lysosome biogenesis, the second by removing unesterified cholesterol from late endosomes/lysosomes [64], [65].

It is evident that several genes involved in cholesterol and lipids up-take show a coordinate expression with regulative apoptotic caspases. High positive scores in terms of correlation among pro-apoptotic regulative caspases and genes involved in cholesterol internalization are in agreement with the negative score observed in the case HMGCR [66]. In GBM, as above observed for other categories, these correlations are less robust and CASP1 distinctly changes relationships with cholesterol genes, thus clustering with the effector caspases.

#### Steroid and bile acid synthesis

This category collects heterogeneous gene families. Nevertheless, the apoptotic regulative caspases cluster again together, whereas CASP1 is here found together with other inflammatory caspases and with the effector caspases. TSPO, CYP7B1, CYP8B1 and CYP19A1 show the highest positive correlation scores (Fig. 6 and Table S5).

**Figure 6:**
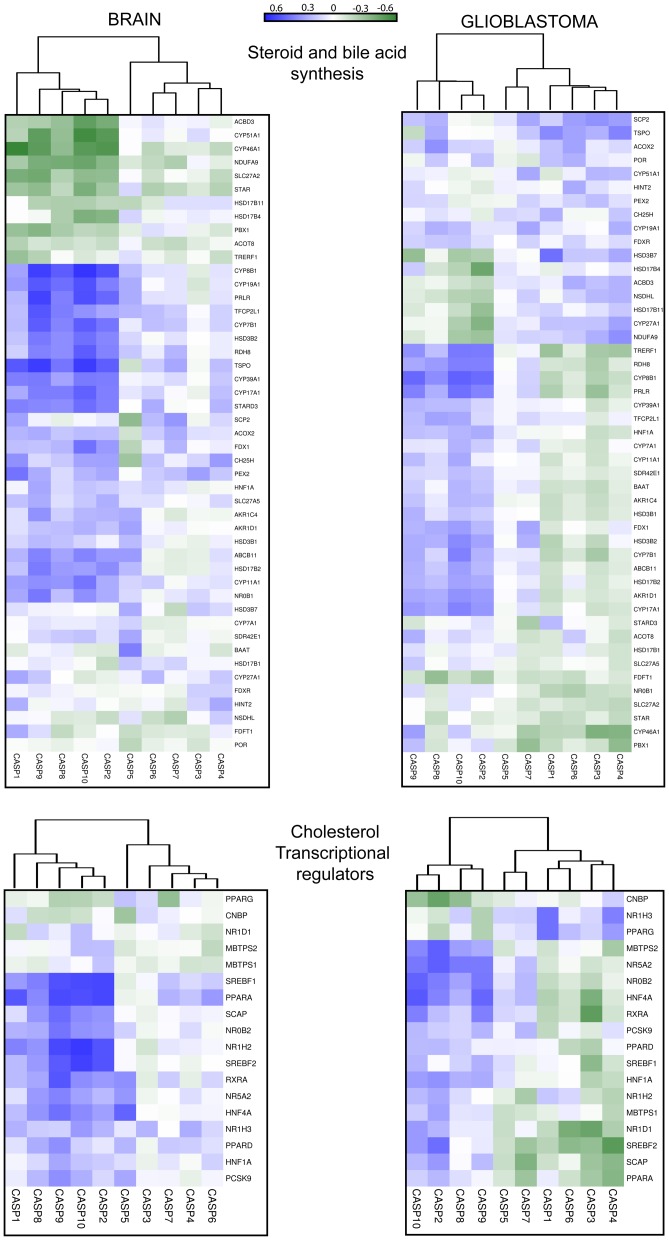
Co-expression analysis of caspases and cholesterol genes in human brain and GBM. Correlations of expression levels between caspases and cholesterol genes in different brain and GBM samples, for the indicated categories. Data obtained were used to calculate the correlation values with the Pearson method. In the heat map positive values are displayed in blue and negative in dark green. The dendrograms displayed on the top are based on hierarchical clustering using the complete linkage method.

Steroid biosynthesis begins with the transfer of free cholesterol from intracellular stores into mitochondria [67]. TSPO encodes for a translocator located on the outer mitochondrial membrane, which binds cholesterol with high affinity and transfers it in the inner mitochondrial membrane. TSPO activity is the rate-limiting step in the synthesis of all steroids [68]. Interestingly, alterations in TSPO expression has been found in various psychiatric disorders, including social phobia, post-traumatic stress disorder, adult separation anxiety and schizophrenia [69].

CYP7B1 catalyzes 7-hydroxylation of C_19_ and C_21_ steroids and in the brain it is involved in the metabolism of neurosteroids and oxysterols [70]. Defects of CYP7B1 in humans have been linked to spastic paraplegia [71], [72].

CYP8B1 is a sterol 12α–hydroxylase. In mice expression of CYP7A1 and of CYP8B1 is integrated [73]. In the liver, circadian signals can influence CYP7A, CYP8B, and CYP51A1 expression [74].

CYP19A1 encodes for the cytochrome P450 aromatase an enzyme responsible for the synthesis of all oestrogens from androgen precursors [75]. Oestradiol synthesis in the brain regulates several functions of the adult CNS, from neural plasticity to injury responses [76]. Increased expression of CYP19A1 during neurodegeneration could interfere with apoptotic pathways and to decrease the extent of brain damage [77].

In glioblastoma the correlations affect other genes and are in general attenuated. TSPO expression is not longer linked to regulative caspases, whereas it shows positive correlations with effectors and inflammatory caspases.

#### Transcriptional regulators

Finally, we investigated the correlations among caspases and the expression of TFs (Tramscription Factors) involved in the control of cholesterol genes expression. Figure 6 documents the results, which photocopy those previously obtained with the other categories. Apoptotic regulative caspases and CASP1 share similar relationships, in terms of expression correlations, with transcriptional regulators of cholesterol genes. SREBF1, SREBF2, PPARA and NR1H2 display the highest score with CASP2, CASP9 and CASP10 (Figure 6 and Table S6). In the case of SREBF2, Pearson correlation coefficients with caspases were similar to those described for cholesterol genes [78].

SREBF1 and SREBF2 (sterol regulatory element binding proteins) are TFs that control cellular lipid homeostasis. SREBF1 encodes for two proteins Srebp1a and Srebp1c produced via alternative transcription start sites. Srebp1c preferentially influences expression of fatty acid biosynthesis genes, whereas Srebp2 is devoted to transcribe genes involved in cholesterol homeostasis, lipoproteins import and lipids trafficking. Serbp1a can support transcription of both SREBF1 and SREBF2 genes [79]. In this respect it is interesting to note that only SREBF2 accomplishes a good correlation with CASP2 in GBM.

PPARA belongs to the family of peroxisome proliferator-activated receptors, which includes (PPARα, PPARβ/δ and PPARγ). These TFs function as obligate heterodimers with retinoid-X receptors (RXRs). PPARα supervises energy homeostasis by stimulating fatty acids and cholesterol breakdown and gluconeogenesis [80]–[82]. PPARβ/δ is mainly engaged in fatty acid oxidation. PPARγ principal activity is to drive storage of lipids, in particular by controlling adipocyte differentiation [83]. In the brain PPARD is the most abundant and quite ubiquitously expressed member, whereas PPARA and PPARG are expressed in more restricted areas and cell types [84], [85]. In addition to their metabolic role, PPARs in the CNS have been implicated in the control of neuronal differentiation, death, inflammation and neurodegeneration [83]. In GBM expression correlation between PPARA and regulative caspases are abrogated. On the other side a good correlation between PPARG and CASP1 appears (Fig. 6).

NR1H2 (liver X receptor-beta) is another master TF orchestrating the expression of genes of the cholesterol homeostasis [86]. Similarly to SREBF1, SREBF2 and PPARA correlations between NR1H2 and CASP2, CASP9 and CASP10 are abrogated in GBM. Interestingly, in GBM new correlations emerged between the second nuclear hormone receptors liver X receptor alpha (LXRalpha/NR1H3) and inflammatory caspases CASP1 and CASP4.

In summary, the correlation among regulative apoptotic caspases and certain cholesterol genes observed in this study could be orchestrated by selected TFs, well-known master regulators of cholesterol metabolism such as SREBF1, SREBF2, PPARA and NR1H2.

### Expression correlations among caspases and cholesterol genes in the liver

To understand whether our discoveries are limited to CNS or can be observed also in other tissues, we decided to compare variations in the expression levels of caspases and of cholesterol genes in human liver, an essential organ for cholesterol homeostasis. Gene expression profiles from 5 datasets including 106 microarrays of normal human liver were interrogated. Figure 7 shows that correlations among cholesterol genes and expression of regulative apoptotic caspases are less pronounced and only in some categories: *transcriptional regulators*, *cholesterol biosynthesis*, *steroid and bile acid synthesis*, these genes cluster together. In the liver CASP7 reaches the highest scores both for positive and negative correlations. For example CASP7 expression is strongly inversely correlated with those of several apolipoprotein genes, but it positively correlates with NPC1, VLDLR, SOAT1, SNX17 and VPS4B (Table S7); which are genes involved in cholesterol up-take and storage. It is important to note that similarly to caspase-2, caspase-7 expression is under the influence of Srebp1/2 and of statins [87].

**Figure 7:**
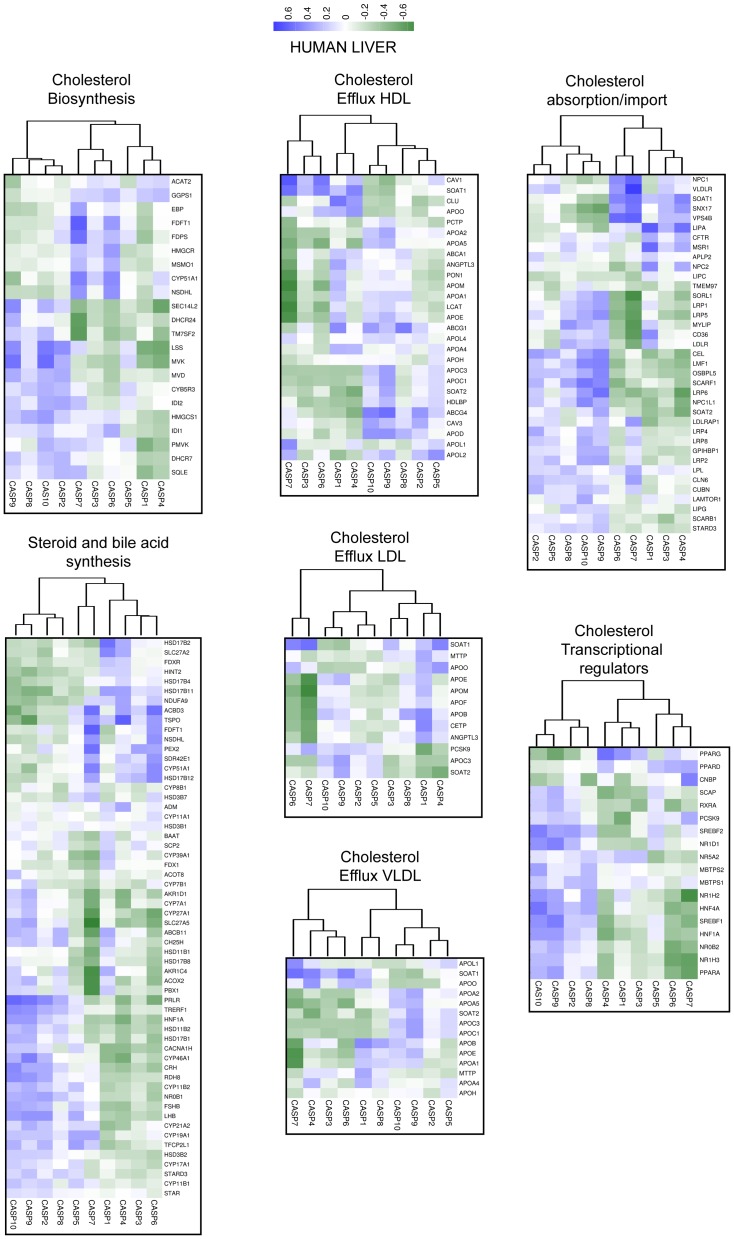
Co-expression analysis of caspases and cholesterol genes in human liver. Correlations of expression levels between caspases and cholesterol genes in different liver samples, for the indicated categories. Data obtained were used to calculate the correlation values with the Pearson method. In the heat map positive values are displayed in blue and negative in dark green. The dendrograms displayed on the top are based on hierarchical clustering using the complete linkage method.

CASP9 and CASP10 in terms of correlations with cholesterol genes maintain in the liver a pattern resembling that remarked in the brain and they cluster in almost all categories. By contrast CASP2 exhibits a correlation pattern rather different from the brain and it frequently clusters with CASP5. This observation suggests that the correlations between caspase-2 and cholesterol genes are related to a specific brain endeavor [88], [89]. Remarkably, several reports have proposed specific biological activities for caspase-2 in the CNS [26], [89]–[91].

### Caspases, cholesterol genes and aging

Changes in the expression of cholesterol genes in the brain are linked to several physiological/pathological conditions including, regeneration, plasticity, circadian rhythms, diet, degeneration, social behavior and also the presence of several different cell linages [37], [38], [43], [58], [69], [74], [77], [83], [92]. To understand the significance of the described correlations, we decided to interrogate more precisely the public available datasets used in our studies. We restricted our inquiries to one dataset (GSE 17612) in which, information about the specific brain area (the anterior prefrontal cortex/Brodmann area 10) and subjects age were available. 23 microarray of normal brain met these requirements. Age distribution is shown in figure 8A. Cholesterol and caspase genes were ranked accordingly to the Spearman method, respect to the age of the subjects. Figure 8B illustrates that the expression of a set of cholesterol genes shows a good inverse correlation respect to age (green dots) and on the opposite, the expression of a different set of genes increases with aging (blue dots).

**Figure 8:**
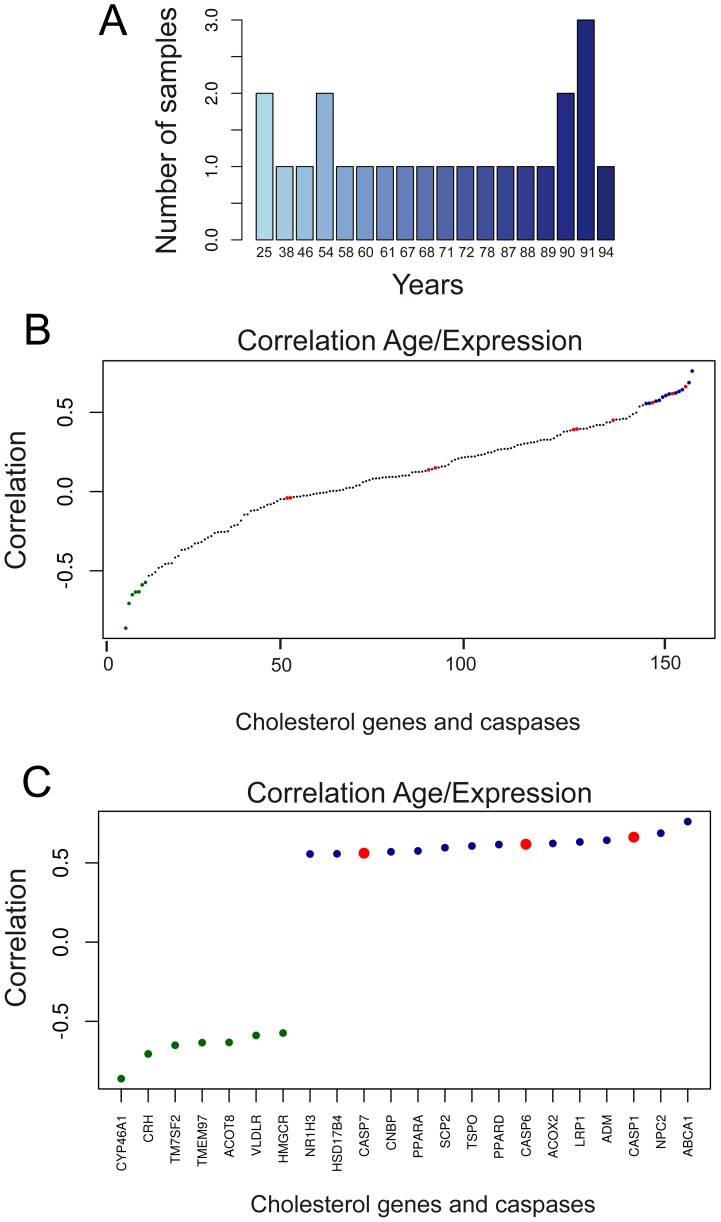
Analysis of cholesterol and caspase genes expression with aging in anterior prefrontal cortex. A. Bar plot displaying the age frequencies of the samples used in the analysis. B. Dot plot of ranked correlations of the 129 genes involved in cholesterol homeostasis/steroidogenesis and caspases respect to age. C. Dot plot of ranked correlations of genes involved in cholesterol homeostasis/steroidogenesis and caspases that scored significant expression correlation with respect to age. We applied the Spearman method (Benjamini and Hockberg correction). P<0.05.

Among genes, which mRNAs levels are down-regulated with aging, we have found CYP46A1 and HMGCR (Fig. 8B and 8C). CYP46A1 encodes for the hydroxylase, which converts cholesterol to 24S-hydroxycholesterol and provides the major route in cholesterol excretion from the brain [93]. In the case of HMGCR our observations are in agreement with previous results pointing to a decline in brain cholesterol synthesis with age [43], [94], [95]. On the opposite previous study reported an up-regulation of cholesterol-24-hydroxylase mRNA in mouse brain with aging [96]. Indeed in their studies the authors analyzed the hippocampus from day 10 up to 21 months. After an up-regulation at 3 months, a trend to decrease in both mRNA and protein levels of CYP46A1 can be appreciated. In humans 24S-hydroxycholesterol levels are highest in the first decade of life and then decline with age [97]. Furthermore, also in human brain, analysis of cholesterol 24-hydroxylase protein evidenced some reduction during aging [98]. Undoubtedly, further studies are necessary to clarify this point. Taking into account that mice lacking 24-hydroxylase exhibit severe learning and memory defects [99], clarification of CYP46A1 expression during aging is of particular interest.

We have included in this analysis also the different caspases. Figure 8C reveals that expression of inflammatory CASP1 and also of the effector caspases CASP6 and CASP7 positively correlates with aging.

Several studies have indicated a contribution of caspase-6 to neurodegeneration including Alzheimer and Huntington diseases [100]–[104]. A more recent report has proposed that caspase-6 activity can predict lower episodic memory ability in aged individuals [105]. CASP1 is a key regulator of inflammation, via the generation of IL-1β and involved in the regulation of age-related cognitive-dysfunctions. CASP1 genetic variations have been associated with cognitive function [106] and several data have linked caspase-1 to brain aging [107], [108]. Deficiency in Nlrp3 inflammasome-mediated caspase-1 activity improved cognitive function and motor performance in aged mice [109]. Furthermore, caspase-1 also influences in a still undetermined manner lipid metabolism [110].

### Conclusions

Our initial aim, of discovering compensatory pathways to solve the caspase-2 mystery has led us to unveil large and shared correlations among different caspases and cholesterol genes. Expression correlations studies have attracted attention to uncover new biological circuits [111], [112] and dedicated methodological tools have been developed [113], [114]. We have applied hierarchical clustering of gene expression correlations to hypothesize new functions for caspases and caspase-2 in particular. An unexpected finding was that the regulative apoptotic caspases (CASP9 and CASP10 in particular) share a correlation pattern with cholesterol genes, similarly to CASP2. The reported strong correlations among these caspases and certain cholesterol genes in a heterogeneous tissue, such as the human brain and in a heterogeneous population, suggest that expression of these genes is influenced by common signaling networks linked to specific biological processes. Hence, expression of certain cholesterol genes and of regulative apoptotic caspases in the brain should be under the control of the same regulative circuits. Since in GBM these correlations are in general less prominent, it is possible that genetic lesions, altering proliferation also impact on cholesterol homeostasis. Although the contribution of cholesterol genes to GBM development is largely unexplored, recently a survival pathway engaged by the LDL receptor, through the EGFRvIII/PI3K/SREBP-1 axis has been discovered [115]. This observation suggests that oncogenic driven changes in gene expression could revise the harmonic co-regulation of caspases and cholesterol genes.

This scenario is well exemplified by CASP1, which evidences the most overt changes in terms of correlations with cholesterol genes between brain and GBM. Taking into account that its expression is augmented in GBM, these changes could reflect the establishment of an inflammatory microenvironment.

When the same analysis were performed using microarray data obtained from cultured glioblastoma cells, correlations were in general weaker and apoptotic regulative caspases clustered separately (data not shown). This observation indicates that complex networks of environmental signals control the expression of these genes. Networks that cannot be easily replaced under *in vitro* culture conditions. A consideration that could explain the low number of genes, which expression is influenced by caspase-2 siRNA in cultured glioblastoma cells.

It is evident that, correlations in terms of expression could have different biological origins/implications: from the presence of different cell lineages in the sample, up to different neuronal activities, different inflammatory/degenerative states, different cognitive functions and different hormonal signaling. We are consciousness that this complexity deserves further experimental work. Here we have discovered that for some caspases, in a specific brain's area, the correlations with certain cholesterol genes could be related to aging. In this case the correlation could be linked to the induction of degenerative processes. In fact, caspase signaling engaged by the ordered activation of caspase-8 and caspase-3/7 controls microglia activation and neurotoxicity with implications in Parkinson's and Alzheimer's diseases [116].

For other caspases, including caspase-2 the reason for this correlation is unclear at the moment. Taking into account that evidences sustaining non-apoptotic roles of caspases in the CNS are accumulating [117] several hypothesis concerning caspase-2 could be formulated. Previous studies [28], here confirmed, linking SREBFs levels to CASP2 expression suggest a direct involvement of this enzyme in cholesterol homeostasis. Although the mechanisms need to be elucidated, our data further encourage investigating towards this direction.

## Supporting Information

Figure S1 A. Expression profiles in U87MG cells of the different caspases. Microarray expression data were obtained from GSE14889 [118]. B. mRNA expression levels of CASP8 were measured using qRT-PCR in U87MG cells transfected with siRNA against Caspase-8 or a control siRNA. Data are presented as mean ± SD; *n* = 3. C. mRNA expression levels of CYP1B1, CYP51A1 and LIPA were measured using qRT-PCR in U87MG cells transfected with siRNA against Caspase-8 or a control siRNA. Data are presented as mean ± SD; *n* = 3.
(JPG) Click here for additional data file.

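Besides CASP2, the study's list of lower genes holds 23 probe sets, each with both silenced arrays below both control arrays. Among the decreases with the narrowest intervals were those of CDC42BPB (95% confidence interval of the log2 fold change -1.25 to -0.77), KAT2B (-1.25 to -0.70), URM1, a ubiquitin-like modifier (log2 fold change -0.66, -0.91 to -0.41), and UNC93B1, a chaperone of Toll-like receptors (-0.75, -1.02 to -0.47). TNIP2, an inhibitor of NF-kB signalling, changed by -0.90 (-1.22 to -0.57), and LCP1, an actin-bundling protein, by -0.61 (-0.96 to -0.27). The folds of all 24 members ranged from 1.50 for MARK2 to 4.17 for CASP2. None passed when adjusted over all probe sets by limma, and 24 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. In 20 of the 23, CASP2 siRNA replicate 2 lay farther below the controls than replicate 1, with a median change of -0.82 against -0.60. DAXX, a transcriptional corepressor, and BDP1 have a further probe set, at -0.018 (-0.33 to 0.30) and -0.051 (-0.37 to 0.27), and UNC93B1 has others at -0.025 (-0.70 to 0.65) and -0.30 (-0.56 to -0.040). FLJ42627 had -0.76 in the listed probe set, and its further probe set lay in the opposite direction, at 0.23 (-0.041 to 0.49). The listed GPAM probe set (-0.63) has no gene symbol in the annotation used here, and the probe set annotated as GPAM, an acyltransferase of triglyceride synthesis, changed by -0.22 (-0.50 to 0.054).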

Table S1 **Genes down-regulated>1.5 fold in U87MG cells silenced for Caspase-2.**
(XLS) Click here for additional data file.

Table S2 **Top score cholesterol genes of the subclass** ***cholesterol export*** **in terms of correlations of expression levels with regulative apoptotic caspases in human brain.** Values are shown for all caspases.
(XLS) Click here for additional data file.

Table S3 **Top score cholesterol genes of the subclass** ***cholesterol biosynthesis*** **in terms of correlations of expression levels with regulative apoptotic caspases in human brain.** Values are shown for all caspases.
(XLS) Click here for additional data file.

Table S4 **Top score cholesterol genes of the subclass** ***cholesterol adsorption/import*** **in terms of correlations of expression levels with regulative apoptotic caspases in human brain.** Values are shown for all caspases.
(XLS) Click here for additional data file.

Table S5 **Top score cholesterol genes of the subclass** ***steroid and bile acid synthesis*** **in terms of correlations of expression levels with regulative apoptotic caspases in human brain.** Values are shown for all caspases.
(XLS) Click here for additional data file.

Table S6 **Top score cholesterol genes of the subclass** ***transcriptional regulators*** **in terms of correlations of expression levels with regulative apoptotic caspases in human brain.** Values are shown for all caspases.
(XLS) Click here for additional data file.

Table S7 **Top score cholesterol genes in terms of correlations of expression levels with caspase-7 in human liver.** Values are shown for all caspases.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

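Gene expression was measured in U87MG glioblastoma cells on 4 Affymetrix arrays, 2 after transfection with a control siRNA and 2 after transfection with a CASP2 siRNA. The grouping was taken from the sample labels, which name the treatment and the biological replicate of each array. The authors processed the arrays by RMA, whose version is not given in the sources used here, and the deposited values are log2 values, 1 per probe set and array, for 32321 probe sets. RMA equalizes the distribution of probe values between arrays before they are summarized, so a change of all genes in one direction is largely removed, although the summarized values still differ in distribution between arrays, and summarizing probes into probe sets compresses folds near background. No column of the table was left unmapped. The other experiments of the paper, including qRT-PCR, immunoblots, filipin staining and the tissue compendium, were not analysed here.

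Gene names came from the platform annotation given with the probe sets, with symbols updated by gene ID through the RefSeq gene table (assembly GRCh38.p14) for 19128 of the 19158 probe sets with 1 symbol. Probe sets with several symbols (1388) or none (11775) were tested but not named, except where the paper lists the probe set under a gene. No genome sequence was used, so siRNA target sites and seed matches were not analysed here.

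Each probe set was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, silenced against control arrays, two-sided, with Benjamini-Hochberg adjustment over all 32321 probe sets. The prior degrees of freedom were 2.47, beside 2 residual degrees of freedom. The thresholds of the study, a fold above 1.5 and an unadjusted p under 0.05, were applied to the same fit. Of the 24 gene lists fixed before the data were examined, each was represented by the brightest probe set of each gene and tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists. The lists of the study were also examined, by probe set. Confidence intervals are 95% intervals from limma and measure the spread between these arrays only. The fits were tested on simulated data of 32321 probe sets with 50 changed at each fold. At an adjusted p under 0.05, limma recovered 0% of 1.5-fold, 4% of 2-fold, 68% of 4-fold and 94% of 8-fold changes. At the thresholds of the study it recovered 50%, 94%, 100% and 100%, and these thresholds also called 1.30% of unchanged probe sets. The real arrays gave 107 higher and 117 lower calls in 32321 probe sets, a smaller share than 1.30%. The simulation therefore does not match these arrays in this respect, and its recovery rates may not hold for them.

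The rule for named genes was set before the data were examined: the genes that the paper names for this experiment, whose values in its tables had been seen, the 5 largest increases and decreases among probe sets with 1 symbol whose groups did not overlap, and the 3 genes with the smallest p in each fixed list. Where none passed the adjusted test, the largest past the thresholds of the study were taken. Alternatives set beforehand were the methods' t-test, with the pooled standard deviation raised to its median, a variant with unequal variances, eBayes with trend and robust options, another quantile normalization, leaving out dim probe sets, the fold of linear means, 1 probe set per gene, the replicate number as a block, each array left out in turn, and for the lists an estimated correlation, fry and all probe sets of a gene. Further alternatives, a one-sided p, a restriction to probe sets with a gene symbol and lists without the study's probe sets, were chosen after seeing the data.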

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

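The tests against chance and of the level of LIPA, CYP1B1 and PIK3R3 were chosen only after the results were seen; the other tests in this part were set before.

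Of the probe sets with 1 gene symbol, 8 lie past the thresholds of the study with both silenced arrays on one side of both control arrays, but outside its lists. SKIC2, an RNA helicase, had a log2 fold change of 1.35, while its other probe set had -0.26. CFB, a complement factor, had -0.89, while its other probe sets had -0.036 and -0.12. MUC21, a mucin, had 0.81 and 0.24 in its other probe set, and the RNA gene FAM99A had 0.62 and -0.034. TMEM156 had -0.77, LRRC63 -0.67, CD274, the immune checkpoint ligand PD-L1, -0.62 and the small nuclear RNA RNU5A-1 0.59. None passed the adjusted limma test (adjusted p of 0.9999 each). Past these thresholds lie 45 (0.235%) of the 19158 probe sets with 1 symbol.

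The 17 higher probe sets of the study were weighed against 2 technical explanations. In 100% of the 6 genes with a further probe set of their own, every further probe set changed by less than 50% of the listed one, which is consistent with changes confined to 1 of several probe sets; since listed probe sets were picked for a large change, others are expected to lie lower, and a change in 1 transcript form stays open as a biological explanation. The median level of the list lies above 43.1% of all probe sets, between the bounds set beforehand for and against probe sets near background, so that this explanation cannot be told apart for the list as a whole. It is argued against for LIPA, CYP1B1 and PIK3R3, the dimmest of which lies above 67.7% of all probe sets. Whether loss of caspase-2 or the transfected oligo itself gave the changes stays open: the arrays hold 1 pair of siRNAs, and a test of seed matches set beforehand was not run because no transcript sequences were used here. For LIPA and CYP1B1 the paper states a similar increase by qRT-PCR with another CASP2 siRNA and another control, which were not analysed here.

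The number of probe sets past the thresholds of the study was set against the other ways of splitting the 4 arrays into 2 and 2. The real split gave 224 and the highest other split gave 357, and 3 of the 3 possible splits gave at least 224. With 3 splits no share under 0.05 is possible.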

How the results depend on the processing

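No alternative set before the data were examined gave any probe set at an adjusted p under 0.05, and CASP2 stayed between -1.93 and -2.20 on the log2 scale in all of them; its smallest adjusted p was 0.062, with the trend and robust options. The counts at the thresholds of the study, 107 higher and 117 lower, became 35 and 37 with the methods' t-test, 23 and 23 with Welch's variant, 22 and 33 without dim probe sets and 10 and 25 with 1 probe set per gene. With each array left out in turn they ranged from 118 to 414 and from 157 to 592, with 118 and 157 without control siRNA replicate 2, 398 and 592 without CASP2 siRNA replicate 1 and 414 and 224 without CASP2 siRNA replicate 2; without control siRNA replicate 1 they were 183 and 196. Among alternatives chosen after seeing the data, the one-sided p over all probe sets gave 96 and 110. The restriction to probe sets with a gene symbol gave 25 and 29, and both together gave 23 and 24. Of the study's 17 higher probe sets, 9 were recovered by the methods' t-test, 7 by Welch's variant, 7 without dim probe sets, 9 with 1 probe set per gene and 11 to 13 with an array left out (11 without CASP2 siRNA replicate 2). Of its 24 lower ones, 11, 8 and, with an array left out, 13 to 24 were recovered (13 without CASP2 siRNA replicate 2). The number of shifted gene lists, 2, became 0 with an estimated correlation. That test rests on 2 residual degrees of freedom and could hardly pass after adjustment over the 24 lists, so its 0 decides nothing. Fry tests a list against no change and not against other genes; it gave 0 lists in its directional form and 1, the TRAPP and COG list, in its mixed form. It was 3 without dim probe sets and with all probe sets of a gene, where cholesterol synthesis joined, and 0 to 6 with an array left out (0 without control siRNA replicate 1 or CASP2 siRNA replicate 2, 6 without control siRNA replicate 2, 5 without CASP2 siRNA replicate 1). Chosen after seeing the data, leaving the study's probe sets out of the lists gave 2, 2 with all probe sets of a gene, 0 by mixed fry and 0 to 6 with an array left out (0 without control siRNA replicate 1 or CASP2 siRNA replicate 2, 4 without control siRNA replicate 2, 6 without CASP2 siRNA replicate 1). With all probe sets of a gene, cholesterol synthesis gained the CYP51A1 probe set that the study chose on these arrays, and the list was not shifted without it. With an array left out, only the other group gives the spread. The causes of the remaining moves were not tested.

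With the replicate number as a replicate block, 0 probe sets passed the adjusted test, 142 were higher and 160 lower, and 2 lists were shifted. Deviations of arrays with the same number correlated by 0.020, and nothing states that the numbers pair the arrays.

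Of 105 named genes' values, 98 kept their direction in every alternative. This count says little about stability. Alternatives that change only the test leave the log2 fold change as it is. A gene whose groups do not overlap cannot reverse when an array is left out. With an array left out, CASP8 ranged from -0.29 to 0.0038, CRADD from -0.16 to 0.025, NPC1L1 from -0.031 to 0.33, STARD4 from -0.051 to 0.12, CASP14 from -0.073 to 0.37, CASP9 from -0.33 to 0.083 and KRT5 from -0.045 to 0.24. The level of signal over background limits the dim probe sets, and the number of arrays limits all results.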

Differences from the paper's values

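The paper gives 17 higher genes and 24 lower genes at a fold above 1.5 and p under 0.05, and here 107 higher and 117 lower probe sets passed with limma. The paper counts genes and these counts are of probe sets, of which 82 higher and 88 lower have no gene symbol. Of the alternatives set before the data were examined, the higher count came within 1.5 times of the paper's with Welch's variant (23) and without dim probe sets (22), and the lower count with Welch's variant (23), without dim probe sets (33) and with 1 probe set per gene (25). These recovered 7, 7 and 9 of the paper's 17 and 8, 20 and 20 of its 24. The others did not, including the methods' t-test (35 and 37). Restriction to probe sets with a gene symbol, chosen after seeing the values, gave 25 and 29 and dropped 0 of the 17 and 1 of the 24 listed probe sets. Together with a one-sided p, also chosen after seeing the values, it gave 23 and 24 and dropped the same numbers.

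All 24 folds of Table S1 equal those computed here within 0.0001, and all 17 folds of Fig. 1A match at 2 digits. For CASP2, the paper's Table S1 gives an unadjusted p of 0.00113, and here limma gave 4.02e-05 and the methods' t-test 0.00450, neither within 1.5 times of it. Fig. 1A prints about 0.0095 for CASP2, read by eye, which differs from Table S1 and from both values here. Over the 24 p-values of Table S1, the methods' t-test gave values 3.54 to 3.99 times the paper's, and 11 of the 24 stayed under 0.05. A one-sided p gave all 24 within 0.00495% when the pooled standard deviation was the root of the sum of squares over the number of arrays, in place of the degrees of freedom, and was raised to its median where lower. This formula was chosen after seeing the values, among several that were tried, and it drops 0 of the paper's listed probe sets. Over all probe sets it gave 96 higher and 110 lower at the thresholds of the study, against the paper's 17 and 24. It equals 7 of the 18 p-values of Fig. 1A within rounding to 2 digits.

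The paper places CYP51A1 among the up-regulated genes of the arrays. Of its 2 probe sets here, the listed one changed by 0.80 and the other by 0.074. By qRT-PCR, not analysed here, the paper states a minimal increase of CYP51A1 that was not significant.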

Other observations

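Of 8 measured caspases other than CASP2, 6 had a log2 fold change below 0 and the list was not shifted (camera, adjusted p = 0.69); it was shifted down without CASP2 siRNA replicate 1 (adjusted p = 0.046), and its direction was up without CASP2 siRNA replicate 2 (adjusted p = 0.12) and without control siRNA replicate 1 (adjusted p = 0.91). CASP8 had -0.14 (95% confidence interval -0.50 to 0.22) and CASP9 -0.13 (-0.57 to 0.32), and both turned above 0 without CASP2 siRNA replicate 2 (0.0038 and 0.083). CRADD, the adaptor of the caspase-2 platform, had -0.068 (-0.37 to 0.24), turning to 0.025 without control siRNA replicate 2, and PIDD1 had 0.092 (-0.18 to 0.37). Of 19 genes of that platform and of apoptosis, 11 had a value above 0 (camera, adjusted p = 0.79), with DIABLO, an antagonist of the inhibitors of apoptosis, at -0.25. Of 15 p53 targets, 8 had a value below 0 (adjusted p = 0.69), with GDF15, a stress cytokine, at -0.35.

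Of 12 genes of the RNA interference machinery, 8 had a value above 0, and the list was not shifted (camera, adjusted p = 0.22). DICER1, the enzyme that cuts small RNA precursors, had 0.40 (0.12 to 0.68) and TNRC6B, a partner of the Argonaute proteins, 0.33 (0.094 to 0.57). Of 21 interferon and double-stranded RNA response genes, 12 had a value below 0 (adjusted p = 0.69), and IFIT1 had 0.26 (-0.15 to 0.67). That list was shifted down without CASP2 siRNA replicate 1 (adjusted p = 0.049), with the direction up without CASP2 siRNA replicate 2 (adjusted p = 0.12). Of 16 genes of the unfolded protein response, 10 had a value above 0 (adjusted p = 0.54), with ATF4 at 0.22; this list was shifted up without control siRNA replicate 2 (adjusted p = 0.0034), with the direction down without control siRNA replicate 1 (adjusted p = 0.83) and without CASP2 siRNA replicate 2 (adjusted p = 0.96). Of 24 lysosome and autophagy genes, 12 had a value above 0 (adjusted p = 0.73), with GABARAPL1 at 0.34. The 29 measured genes that the paper gives the top scores in brain had a median of 0.069, with 22 above 0 (adjusted p = 0.19); they were shifted up without control siRNA replicate 2 (adjusted p = 0.044) and without CASP2 siRNA replicate 1 (adjusted p = 0.046), with the direction down without CASP2 siRNA replicate 2 (adjusted p = 0.87). No gene of these lists passed when adjusted over all probe sets or over its list alone. The calls with an array left out come from fits in which 1 group holds a single array, so that only the other group gives the spread. With all arrays and an estimated correlation in camera, the caspase, interferon, unfolded protein and brain lists each had an adjusted p of 0.90. That setting could hardly pass for any list, so it cannot decide.

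No marker list was shifted. The camera adjusted p was 0.79 for 10 astroglial, 0.87 for 8 oligodendrocyte, 0.28 for 9 neuron, 0.79 for 10 leukocyte and 0.54 for 8 epithelial markers, and 0.79 for 8 housekeeping genes. LCP1, on the leukocyte list, was also chosen by the study. With mixed fry, which tests for change in either direction and not for a shift against other genes, the TRAPP and COG list alone passed (adjusted p = 0.0085). The list holds TRAPPC6B, which the study chose on these arrays; in an alternative chosen after seeing the data, with the study's probe sets left out, its adjusted p was 0.88 by mixed fry and 0.34 by camera, and by camera it was shifted down only without CASP2 siRNA replicate 1 (adjusted p = 0.040).

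Probe sets with no gene symbol made up 170 of the 224 past the thresholds of the study. This is 1.44% of the 11775 such probe sets, against 0.263% of the 20546 with a symbol, and their median log2 level was 4.72 against 7.13.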
